A study of Drosophila melanogaster with 24 samples.

How the data were processed

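RNA was sequenced from 24 samples of Drosophila melanogaster, made of 18 samples of whole embryos and 6 of larvae. Per the labels, total RNA was extracted with a Qiagen column kit, and 2 µg of it went into strand-specific, poly(A)-selected Illumina TruSeq libraries. The authors deposited 1 table of FPKM values (fragments per kilobase of feature, scaled to the fragments of the library) for the embryos and another for the larvae, with a column per sample and replicates not pooled. The aligner, the counting tool, the genome build, the annotation and the exact denominator of the FPKM are not stated in the labels or the file headers. Values were used as deposited, and the tables were tested separately.

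The embryo table, as used here, has 14337 rows and stops inside its last row, which was left out. Its 14336 complete rows match the first 14336 rows of the larval table, which has 24278 rows. Genes that come later in that order were not analysed here in embryos. The embryo table held 10889 FlyBase gene rows, of which 10865 matched a symbol in the reference annotation (Ensembl release 115). The larval table held 17895, of which 17855 matched. Rows of other kinds (3447 in embryos and 6383 in larvae, mostly transposon insertions) were kept out of the gene tests.

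Low values fell on whole multiples of what 1 fragment is worth. Among features whose lowest value was 1 fragment, 99.2% of 18325 other embryo values and 96.6% of 5335 larval values were whole multiples within 0.01. With reference exon lengths, these steps gave an estimated FPKM denominator of 6.60 to 13.4 M fragments (M for mega) per embryo sample and 10.3 to 15.2 M per larval sample. These are estimates, because the lengths the authors used are not stated.

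Groups came from the genotype and title labels. Expression was taken as log2(FPKM + 1), and genes with an FPKM of at least 1 in at least 3 samples of a table were tested, which left 6784 genes in embryos and 8619 in larvae. Fold changes are on this log2(FPKM + 1) scale, which understates the change of low genes. limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) was fitted to the 18 embryo samples in 1 model of 6 group means and to the 6 larval samples in another, with Benjamini-Hochberg adjustment and a threshold of 0.05. Differences in the genotype effect between embryo stages were tested with limma's moderated F test. Lists of glycolytic, pentose phosphate and TCA cycle genes were written before the data were examined, as were the designs and most alternatives. The lists were tested with limma's fry, a rotation test of direction, beside a two-sided exact permutation test of the list's mean per sample. With 3 samples against 3 that exact test cannot give a p under 0.1. The named genes are the members of the lists and, for each comparison, the 4 largest rises and 4 largest falls among genes past the threshold whose 3 mutant values lay all above or all below the 3 control values. Tables were prepared and figures drawn with Python 3.11.15.

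The limma fit was tested on simulated fragment counts turned into FPKM. It called 166 of 197 changed genes among 6706 in simulated embryos and 186 of 196 among 8517 in simulated larvae, all with the right sign, and 10 and 16 unchanged genes. In the 2 simulated embryo stages with no changed gene it called 0.

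Alternatives were another pseudocount (0.1), no filter, a minimum FPKM of 5, quantile normalization, median centring, eBayes without the trend, a replicate block, a fit to the 6 samples of a stage alone, limma's camera for lists, a minimum absolute log2 fold change of 1 for gene counts, and leaving out each replicate in turn. limma-voom on estimated fragments, the level of a list of maternally supplied genes as a covariate, and larval lists limited to members in the embryo table were chosen after seeing the data. The replicate numbers that could pair mutant and control samples come from the titles. Replicate pairs were compared for duplicates: over the 24 pairs within groups, Pearson's r across genes ran from 0.961 to 0.993, and the chi-square per gene of the estimated fragments was at least 3.47, so no pair agreed within sampling noise. Genes that share reads with near-identical copies, such as the Hsp70 genes, are uncertain, since the counting is not stated.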

Results

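Transcript levels were measured by RNA sequencing in Drosophila melanogaster that carried mutations in sima, the gene for the fly's hypoxia-inducible factor 1-alpha, a transcription factor that accumulates when oxygen is low. Mutants carried the alleles 1 and 20 of sima, and controls carried allele 1 over a wild-type chromosome (heterozygotes). Embryos were collected 8 to 12 h, 12 to 16 h and 16 to 20 h after egg laying, and larvae at 60 h. Each of the 8 groups of stage and genotype held 3 samples. The estimated depth was 12.4 ± 0.927 M fragments in 8-12 h controls and 12.9 ± 0.438 M in 8-12 h mutants (SD, n = 3). At 12-16 h it was 10.9 ± 1.37 and 11.2 ± 1.42 M, at 16-20 h 9.02 ± 0.475 and 7.22 ± 0.793 M, and in larvae 11.8 ± 1.33 and 14.1 ± 1.60 M, in controls and mutants in that order (SD, n = 3). The question in the series title is whether sima is needed to establish the glycolytic program of larvae.

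The mutated gene was examined first. sima (FBgn0266411, on chromosome arm 3R) stood at 2.46 ± 0.0501 FPKM in 8-12 h controls and 1.96 ± 0.263 FPKM in mutants (SD, n = 3). At 12-16 h the levels were 3.18 ± 0.0644 and 2.58 ± 0.0417 FPKM, at 16-20 h 4.25 ± 0.141 and 3.40 ± 0.145 FPKM, and in larvae 1.61 ± 0.0443 and 1.26 ± 0.0604 FPKM. At each stage the 3 mutant values lay below the 3 control values. The log2 fold changes were -0.23, -0.22, -0.26 and -0.21, with limma adjusted p of 0.0702, 0.0238, 0.0222 and 0.170, so the decrease passed the threshold at 12-16 h and 16-20 h. With the replicate block neither passed (limma adjusted p 0.0831 and 0.0860).

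**Figure D1:**
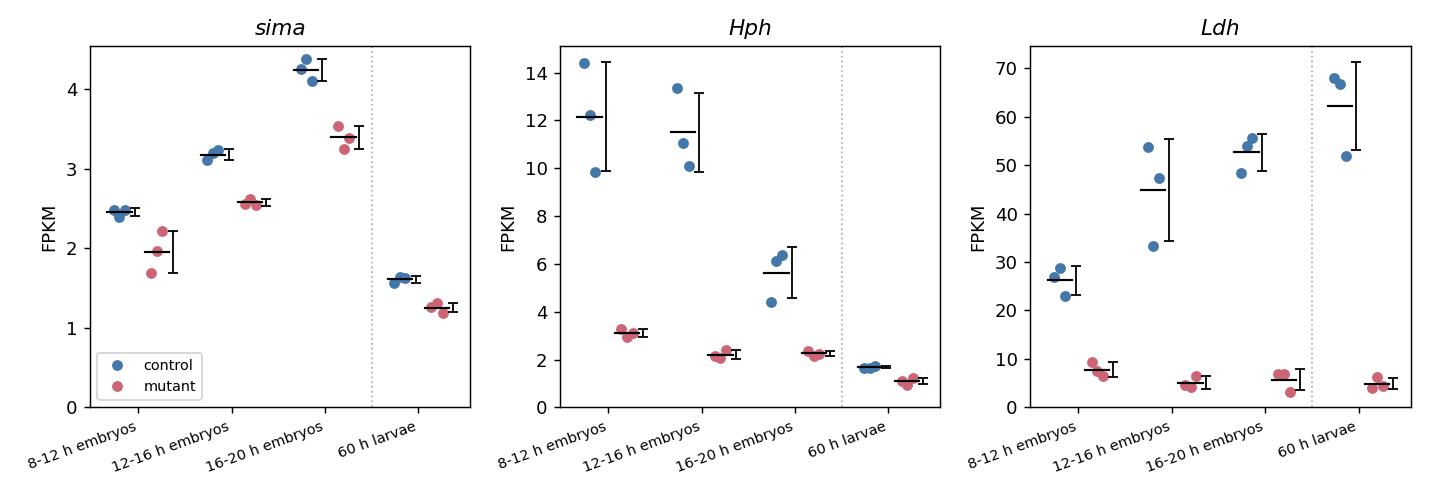
FPKM (y axis) of sima, Hph and Ldh in each sample by stage (x axis), with controls in blue and mutants in red; points are replicates, horizontal lines their means and vertical bars 1 SD. Ldh in mutants lay between 4.88 and 7.80 FPKM on average at the 4 stages, against 26.2 to 62.2 FPKM in controls.

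Of the other genes of the hypoxia pathway listed beforehand, Hph, which encodes the hydroxylase that marks Sima for degradation, was lower in mutant embryos. It stood at 12.2 ± 2.29 FPKM in 8-12 h controls and 3.10 ± 0.172 FPKM in mutants (SD, n = 3), a log2 fold change of -1.67 (SE 0.135, limma adjusted p 2.50e-06). The log2 fold change of Hph was -1.96 at 12-16 h (limma adjusted p 6.15e-07) and -1.01 at 16-20 h (limma adjusted p 0.000265). In larvae it was -0.36, which did not pass the threshold (limma adjusted p 0.0630). It passed there only without the eBayes trend (limma adjusted p 0.0483) and with voom (log2 fold change -0.64, limma adjusted p 0.0376). Vhl was lower at 16-20 h, with a log2 fold change of -0.62 (limma adjusted p 0.00655), and ERR at 12-16 h, with -0.33 (limma adjusted p 0.00610). Neither passed the threshold at another stage in the main fit, and tgo passed it at none. Vhl passed at 12-16 h with quantile normalization (limma adjusted p 0.0226) and median centring (0.0426). tgo passed at 16-20 h in the fit to the stage alone (0.0383) and at 12-16 h without mutant replicate 1 (0.0298). The call of ERR was lost in the fit to the stage alone (0.0593) and with the maternal list covariate (0.757). The covariate also took away that of Vhl at 16-20 h (0.125).

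Across all genes tested, limma called 382 of 6784 genes at 8-12 h, of which 172 were higher and 210 lower in mutants. At 12-16 h it called 2148 genes (1222 higher, 926 lower), and at 16-20 h 1073 genes (586 higher, 487 lower). In larvae 810 of 8619 genes were called, 358 higher and 452 lower. The mutant and control values did not overlap in 30.0%, 40.9%, 40.9% and 34.8% of the genes tested at the 4 stages, where chance gives 10%. The 12-16 h count moved most among the alternatives chosen beforehand other than the fold-change minimum when only the 6 samples of that stage were fitted, which gave 773 genes. With an absolute log2 fold change of at least 1 the counts were 74 genes at 8-12 h (27 higher, 47 lower), 408 at 12-16 h (369 higher, 39 lower), 215 at 16-20 h (162 higher, 53 lower) and 242 in larvae (123 higher, 119 lower). At 8-12 h, where more genes were lower than higher, the pseudocount of 0.1 gave 252 higher and 216 lower, and the replicate block gave 107 higher and 90 lower. Scaling moved the direction of the calls: at 12-16 h 56.9% were higher in mutants as deposited, 38.4% after quantile normalization and 43.1% after median centring. Quantile normalization moved the median log2 fold change of all genes at 12-16 h by -0.107. At 16-20 h 54.6% were higher as deposited and 41.3% after median centring, and in larvae 44.2% as deposited and 55.0% after quantile normalization. In larvae, same-numbered mutant and control samples deviated from their group means in opposite directions (mean correlation across genes -0.310), and with the replicate block 133 genes were called in place of 810.

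**Figure D2:**
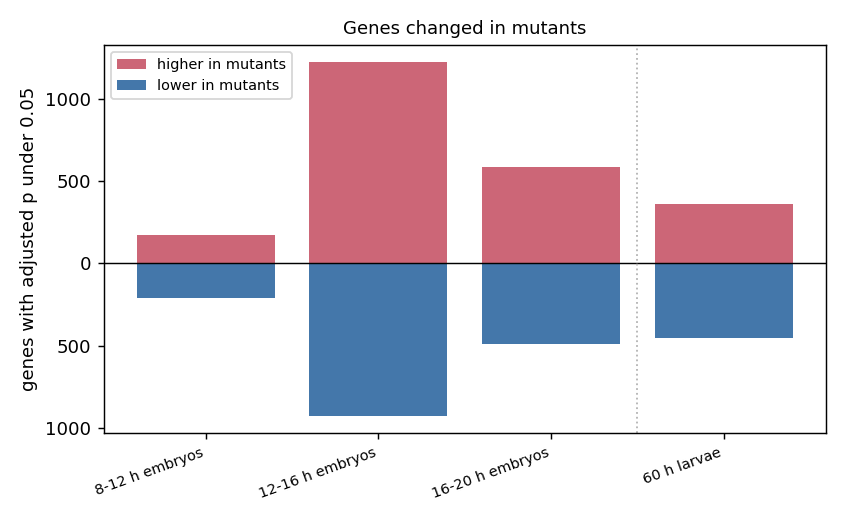
Number of genes (y axis) with a limma adjusted p under 0.05 at each stage (x axis), drawn upward for genes higher in mutants (red) and downward for genes lower in mutants (blue). The largest count was at 12-16 h, with 1222 higher and 926 lower.

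At 8-12 h the largest falls were in Hsp26, Hsp23, Tektin-C and Dph1. Tektin-C fell from 7.85 ± 1.65 FPKM in controls to 0.334 ± 0.199 FPKM in mutants (SD, n = 3; log2 fold change -2.73, limma adjusted p 1.50e-06), and Dph1 from 120 ± 21.4 to 20.4 ± 5.81 FPKM (log2 fold change -2.52, limma adjusted p 4.21e-06). Hsp26 and Hsp23 had log2 fold changes of -2.92 and -2.86 and varied widely among mutants (148 ± 144 and 265 ± 236 FPKM). The largest rises were in Mst57Dc, CG5568, snoRNA:U31:54Ec and CG15098, with log2 fold changes of 1.80, 1.54, 1.52 and 1.52; Mst57Dc and snoRNA:U31:54Ec were listed at 0 in all controls. The calls of Hsp26, Hsp23, CG5568 and CG15098 were lost when only the 6 samples of the stage were fitted (limma adjusted p 0.126, 0.120, 0.181 and 0.161). When each replicate was left out in turn, CG5568 and snoRNA:U31:54Ec lost theirs in 5 of 6 fits and CG15098 in 3. CG5568 also lost its call with the pseudocount of 0.1 (limma adjusted p 0.149), without the filter (0.0571) and with quantile normalization (0.0573). That of snoRNA:U31:54Ec was also lost without the filter (0.0527) and with the maternal list covariate (0.184).

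At 12-16 h the largest falls were in Ldh, Dph1, lncRNA:CR46123 and Tpi, with log2 fold changes of -2.90, -2.79, -2.71 and -2.59. The largest rises were in bcd, CycB, CycB3 and bora. bcd rose from 1.14 ± 1.04 to 23.1 ± 12.2 FPKM (SD, n = 3; log2 fold change 3.50, limma adjusted p 0.000130) and CycB from 15.0 ± 6.83 to 173 ± 75.5 FPKM (log2 fold change 3.45, limma adjusted p 2.30e-05). CycB3 and bora had log2 fold changes of 3.29 and 3.28. With the maternal list covariate, chosen after seeing the data, bcd, CycB, CycB3 and bora no longer passed (limma adjusted p 0.220, 0.0644, 0.0825 and 0.163).

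At 16-20 h the largest falls were in Ldh, lncRNA:CR46123, Gapdh1 and CG1544, with log2 fold changes of -3.06, -2.71, -2.71 and -2.30. The largest rises were in TwdlF, snoRNA:Me28S-C788b, Cyp12d1-d and Osi19, with log2 fold changes of 3.31, 2.46, 2.38 and 2.28. Cyp12d1-d rose from 1.53 ± 0.220 to 12.2 ± 1.51 FPKM (SD, n = 3, limma adjusted p 2.39e-07). TwdlF stood at 7.71 FPKM in controls and 75.1 FPKM in mutants, and Osi19 at 1.79 and 12.1 FPKM. At 12-16 h TwdlF had stood at 813 and 1003 FPKM and Osi19 at 245 and 303 FPKM, in the same order. Both were thus far higher 1 stage earlier in both genotypes. Some younger embryos in the mutant collection would also raise them at 16-20 h, which was not separated from an effect of genotype. The call of TwdlF was lost with the pseudocount of 0.1 (limma adjusted p 0.106), with voom (0.0617), with the maternal list covariate (0.398) and in 5 of the 6 fits that each left out a replicate. That of snoRNA:Me28S-C788b was lost with the covariate. This snoRNA was listed at 0 in all controls and ran from 1.76 to 10.8 FPKM in mutants, so its rise starts from the floor.

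In larvae the largest falls were in Obp99b, CG34330, Ldh and TwdlY, with log2 fold changes of -3.93, -3.89, -3.43 and -3.30. The call of TwdlY was lost without the filter (limma adjusted p 0.0710), with voom (0.118), with the replicate block (0.0985) and in 5 of the 6 fits that each left out a replicate, and that of Obp99b with the block (0.0660); the pairing correlation was -0.310. The largest rises were in Hsp70Aa, Hsp70Ab, Hsp70Bbb and Hsp70Bc, with log2 fold changes of 5.81, 5.77, 4.89 and 4.85. Hsp70Aa stood at 1.13 ± 0.335 FPKM in controls and 118 ± 15.6 FPKM in mutants (SD, n = 3; limma adjusted p 8.18e-05). The Hsp70 genes are near-identical copies, so how their reads were divided is uncertain.

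The glycolytic list had 9 of its 13 genes in the embryo table and all 13 in the larval table. Its mean log2 fold change was -0.99 at 8-12 h (limma fry p 1.83e-05), -1.38 at 12-16 h (limma fry p 3.91e-07), -1.68 at 16-20 h (limma fry p 3.18e-08) and -1.72 in larvae (limma fry p 0.000201). Adjusted over the 12 list tests these were 7.33e-05, 2.35e-06, 3.81e-07 and 0.000603. The exact permutation p was 0.1 at each stage, the smallest that 3 samples against 3 allow. Over the 3 embryo stages together, with labels permuted within stages, the mean difference was -1.35 (two-sided exact permutation p 0.00025, the smallest its 8000 arrangements can give). With labels swapped only within same-numbered pairs, the replicate block gave the same difference of -1.35 (exact permutation p 0.00391, the smallest its 512 arrangements can give). Adjusted over all genes, 7, 9, 8 and 11 members passed the threshold at the 4 stages, and 8, 9, 9 and 13 adjusted over the list alone. All of those adjusted over all genes were lower in mutants except Hex-C at 12-16 h, which was higher (log2 fold change 0.89, limma adjusted p 0.00197). With the replicate block in larvae, where the pairing correlation was -0.310, the mean log2 fold change was -1.72 (limma fry p 0.00498). At 12-16 h the list moved most with the level of a list of maternally supplied genes as a covariate, chosen after seeing the data, which gave -0.87 (limma fry p 0.00388).

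**Figure D3:**
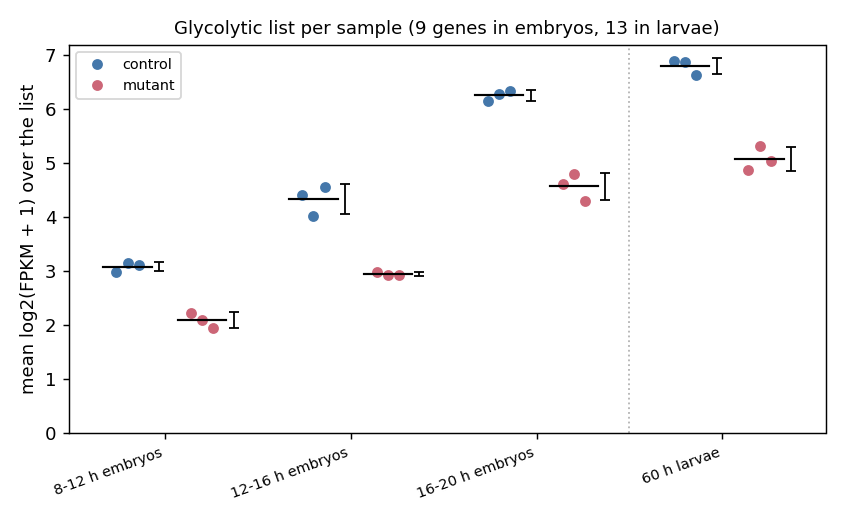
Mean log2(FPKM + 1) over the glycolytic list (y axis) in each sample by stage (x axis), with controls in blue and mutants in red; points are replicates, horizontal lines their means and vertical bars 1 SD. In each stage the 3 mutants lay below the 3 controls, and embryo and larval levels come from separate tables.

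Among single glycolytic genes, Ldh (FBgn0001258), which encodes lactate dehydrogenase, showed the largest fall at 12-16 h, 16-20 h and in larvae. It stood at 26.2 ± 2.91 FPKM in 8-12 h controls and 7.80 ± 1.51 FPKM in mutants, and at 44.8 ± 10.5 and 5.10 ± 1.28 FPKM at 12-16 h (SD, n = 3). At 16-20 h it stood at 52.6 ± 3.78 and 5.69 ± 2.18 FPKM, and in larvae at 62.2 ± 8.99 and 4.88 ± 1.18 FPKM. The limma adjusted p of Ldh was 0.000792, 1.88e-06, 1.18e-06 and 0.000366 at the 4 stages. At 8-12 h the largest fall in the list was that of Tpi, from 3.98 ± 1.04 to 0.253 ± 0.0928 FPKM (log2 fold change -1.97, limma adjusted p 0.000189). In larvae Hex-A and Hex-C did not pass the threshold (limma adjusted p 0.126 and 0.137).

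Whether the list rose over embryonic stages was compared in each genotype. From 8-12 h to 16-20 h it rose by 3.17 on the log2 scale in controls (limma fry p 1.05e-11; exact permutation p 0.1) and by 2.48 in mutants (limma fry p 1.85e-10; exact permutation p 0.1). The size depended on the scaling. Over the alternatives it ran from 2.53 with quantile normalization to 3.50 with voom in controls, and from 1.96 to 3.10 in mutants. The rise was smaller in mutants by the limma fry test (difference -0.69, p 0.00402), but not by the exact permutation of genotype labels within the stages (p 0.49). In mutants the mean level went from 2.09 ± 0.144 to 4.57 ± 0.25, and in controls from 3.08 ± 0.0807 to 6.25 ± 0.0956 (SD, n = 3). Ldh rose by 0.98 in controls (limma adjusted p 0.00118) and changed by -0.44 in mutants (limma adjusted p 0.0930).

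The pentose phosphate list had 3 genes in the embryo table and 7 in the larval table. Its mean log2 fold change was -0.28 at 8-12 h (limma fry p 0.0900), -0.17 at 12-16 h (p 0.296), -0.59 at 16-20 h (p 0.00268) and -0.72 in larvae (p 0.0168). In larvae the replicate block gave a limma fry p of 0.0542. The TCA cycle list, of 11 and 15 genes, had mean log2 fold changes of -0.0031 (limma fry p 0.655), 0.21 (p 0.0462), -0.07 (p 0.25) and -0.18 (p 0.0653). Adjusted over the 12 list tests, the TCA cycle list passed the threshold at no stage (0.0791 at 12-16 h), while the pentose phosphate list passed at 16-20 h (0.00643) and in larvae (0.0336). The exact permutation p of these lists was 0.1 or more throughout.

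The genotype effect differed between embryo stages in 991 of 6784 genes by limma's moderated F test. Of the 2829 genes called at 1 or more embryo stages, 59 were called at all 3, and 52 of these changed the same way (20 higher, 32 lower). Of the 5256 genes tested in both tables, 893 were called in 16-20 h embryos and 527 in larvae. The 138 called in both exceeded the 89.5 that independence gives (odds ratio 1.87, 95% confidence interval 1.5 to 2.31, two-sided Fisher's exact p 2.06e-08). Of these, 112 changed the same way (32 higher, 80 lower) and 26 the opposite way. With the replicate block, 31 genes changed the same way; the pairing correlation was -0.0316 in 16-20 h embryos and -0.310 in larvae. In all 4 comparisons 21 genes changed the same way, among them Ldh, Tpi, Pglym78, PyK, Pgi, Pfk and Gapdh1, all lower in mutants. At 8-12 h the call of PyK was lost with the replicate block (limma adjusted p 0.0676), with the maternal list covariate (0.127) and in 5 of 6 fits that each left out a replicate, and that of Gapdh1 in the fit to the stage alone (0.0837). At 12-16 h the covariate took away the calls of Tpi (0.0644), Pgi (0.109), Pglym78 (0.133) and PyK (0.187). The larval call of PyK was close to the threshold (limma adjusted p 0.0496). It was lost under 6 of the alternatives, with limma adjusted p from 0.0501 without the trend to 0.112 with the replicate block, and whenever 1 larval sample was left out. The replicate block also took away the larval calls of Tpi (limma adjusted p 0.0934) and Gapdh1 (limma adjusted p 0.0577), and that of Tpi was lost without the filter (0.0683) and in 5 of the 6 fits that each left out a larval sample.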

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

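The tests below on maternally supplied genes were chosen only after the results were seen; the test of other relabellings was chosen before.

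The effect of genotype differed between the 3 embryo stages in 991 genes by limma's moderated F test. Of 100 relabellings that swapped genotype within same-numbered pairs, the real one included, 7 gave as many genes, and the highest other count was 2019. Only 2 of those 7, the real one included, turned whole stages and so kept every comparison within a stage. Among the relabellings that did not, the highest count was 1452, against a median of 1 over all the others. Relabellings that turn a stage, or most of it, convert the genotype effect shared by the stages into a difference between them, so they carry the real effect, and this test leaves open whether an accidental grouping could give 991 genes. With the maternal list's level as a covariate the count was 1173, of which 724 were among the 991 and 449 were not. The other 267 of the 991 no longer passed, so the level of that list is not excluded for them. No biological explanation of the count was tested.

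The glycolytic list differed between genotypes in its rise from 8-12 h to 16-20 h by -0.69 (limma fry p 0.00402), which was flagged because the effect differs between stages. The exact permutation p was 0.49, but its permutations carry the genotype effect itself, so it has little power. With the pseudocount of 0.1 the difference was -0.44 (limma fry p 0.0462; range over the alternatives 0.00245 to 0.0462). The maternal list covariate gave -0.61 and voom on estimated fragments -0.40. The fry test passed in each of these and, with p of at most 0.0125, in each fit that left out a replicate. With the pseudocount of 0.1 and voom the effect at 8-12 h grew from -0.99 to -1.30 and -1.34. At 16-20 h it moved only from -1.68 to -1.74 under both. The log2(FPKM + 1) scale understates the change of low genes, so part of the difference may come from that scale at 8-12 h. Why the size moved with the covariate was not tested, and no biological explanation was tested.

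Several named genes also had a genotype effect that differed between embryo stages. The limma F test's adjusted p was 0.00684 for Hsp26, 0.00757 for Hsp23, 0.000323 for Tektin-C, 0.00988 for Dph1 and 0.0215 for snoRNA:U31:54Ec. It was 0.00821 for CycB, 0.00923 for CycB3, 0.0217 for bora, 0.00101 for CG1544, 0.00871 for Cyp12d1-d and 0.0402 for Osi19. Among glycolytic and hypoxia genes it was 0.0207 for Ldh, 0.00313 for Gapdh1, 0.00774 for Hex-C, 0.00256 for Pfk, 0.0228 for Ald1, 0.00950 for PyK and 0.0140 for Hph. It was 0.0104 for Hsp70Aa, 0.0104 for Hsp70Ab, 0.0348 for Hsp70Bbb and 0.0326 for Hsp70Bc. The sign of the log2 fold change differed between stages for several of them. From 8-12 h to 12-16 h it went from -1.51 to 1.34 for Hsp70Aa, -1.51 to 1.33 for Hsp70Ab, -1.05 to 1.63 for Hsp70Bbb, -1.09 to 1.61 for Hsp70Bc, -2.92 to 0.79 for Hsp26, -2.86 to 0.44 for Hsp23 and 1.52 to -0.44 for snoRNA:U31:54Ec. The 12-16 h values of Hsp26, Hsp23 and snoRNA:U31:54Ec did not pass the threshold (limma adjusted p 0.239, 0.529 and 0.413). Hex-C had log2 fold changes of 0.14, 0.89 and -0.52 at the 3 stages, of which only that at 12-16 h passed. CycB, CycB3 and bora peaked at 12-16 h, where the maternal list covariate took CycB from 3.45 to 1.47 (limma adjusted p 0.0644), CycB3 to 1.25 and bora to 1.02. For these 3 genes RNA from eggs or early embryos is a candidate explanation. Hsp26 and Hsp23 varied widely among mutants, so their stage differences were not separated from handling. Group means of snoRNA:U31:54Ec were at most 1.94 FPKM at the 3 stages, so its stage difference lies near the floor. Reads of the Hsp70 genes are shared between copies. The named copies all rose past the threshold at 12-16 h (limma adjusted p 0.0142 to 0.0145), which argues against a changed division of reads among them there. At 8-12 h all their values were negative, but only Hsp70Aa and Hsp70Ab passed (limma adjusted p 0.0324 for each). Hsp70Bbb and Hsp70Bc did not (limma adjusted p 0.183 and 0.167), so a fall of each copy was not shown. Handling, and sharing with copies not named here, were not separated from the stage differences of the Hsp70 genes. No biological explanation was tested for the others. Among them, CG1544 in mutants stood at 0.140, 0.337 and 0.266 FPKM at the 3 stages, near the floor. That was 6.76%, 10.7% and 5.07% of the controls, which stood at 2.08, 3.16 and 5.24 FPKM. On the log2(FPKM + 1) scale its effect follows the control level, so its stage difference was not separated from the pseudocount.

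Rows that are not genes, mostly transposon insertions, were outside the main comparisons. Higher levels in mutants than in controls passed limma's threshold in 8 of 483 such rows at 8-12 h, 17 at 12-16 h, 14 at 16-20 h and 21 of 285 in larvae. Lower levels passed in 28, 44, 50 and 13 rows. Insertions of 1 family share sequence, and strains differ in their insertions; neither was tested, and no biological explanation was tested.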

How the results depend on the processing

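The glycolytic list kept its direction and stayed past the threshold in each stage, with the embryo stages together and in both genotypes over time, under each alternative run. Its mean log2 fold change ran from -1.34 to -0.82 at 8-12 h, -1.59 to -0.87 at 12-16 h, -1.74 to -1.43 at 16-20 h and -1.86 to -1.67 in larvae over the alternatives other than leaving out replicates. The cause of the changes below was not tested. voom on estimated fragments, the maternal list covariate and the restricted larval list were chosen after seeing the data.

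With the replicate block, 197 genes were called at 8-12 h (107 higher, 90 lower), 133 in larvae, 209 with an effect that differed between embryo stages, and 31 changed the same way in 16-20 h embryos and larvae. Same-numbered samples had a mean correlation of deviations of 0.0325 at 8-12 h, -0.0781 at 12-16 h, -0.0316 at 16-20 h and -0.310 in larvae, so the numbers do not pair the embryo samples. Under the block the values stayed as they were but limma's p did not pass for sima at 12-16 h (-0.22) and 16-20 h (-0.26), the TCA cycle list at 12-16 h (0.21) or the pentose phosphate list in larvae (-0.72). The block gave the glycolytic list p of 0.000958, 0.000119 and 3.14e-05 in embryos by limma fry.

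Fitting only the 6 samples of a stage gave 81 genes at 8-12 h (27.2% of them higher in mutants) and 773 at 12-16 h (69.0% higher). At 16-20 h it raised the count from 1073 to 1257 genes, of which 854 were also called in the main fit. With the values as they were, p no longer passed for sima at 12-16 h (-0.22) and 16-20 h (-0.26) and the TCA cycle list at 12-16 h (0.21), and this fit brought the pentose phosphate list at 8-12 h (-0.28) past the threshold. A minimum absolute log2 fold change of 1 left 74, 408, 215 and 242 genes at the 4 stages. Without a filter, 485 genes were called in larvae. The pseudocount of 0.1 gave 652 genes with an effect that differed between stages, and turned the TCA cycle list at 8-12 h from -0.0031 to 0.00072. Quantile normalization weakened the TCA cycle list at 12-16 h (0.0846) and strengthened the pentose phosphate list at 8-12 h (-0.37). Median centring weakened the former (0.13) and strengthened sima at 8-12 h (-0.26). With camera the TCA cycle list no longer passed at 12-16 h (0.21) and passed in larvae (-0.18), with its values as they were. voom gave 576 genes with an effect that differed between stages, strengthened sima at 8-12 h (-0.34) and turned the TCA cycle list at 8-12 h to 0.0016. Quantile normalization moved the median of all genes by -0.107 at 12-16 h; its shifts at the other stages, and those of median centring at each stage, were smaller than 0.1.

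With the maternal list covariate, 189 genes were called at 8-12 h (94 higher, 95 lower), 49 at 12-16 h (16 higher, 33 lower) and 398 at 16-20 h (191 higher, 207 lower), of which 159, 29 and 313 were among the genes called without it. At 12-16 h the genes called without it kept a median of 55.1% of their effect, and the median standard error rose from 0.130 to 0.227. The covariate brought sima past the threshold at 8-12 h (-0.30); at 12-16 h it made the effect larger (-0.43) but the limma adjusted p no longer passed (0.0927, range over the alternatives 0.00317 to 0.134). It weakened the pentose phosphate list at 16-20 h (-0.40) and turned it at 12-16 h (0.23), and it turned the TCA cycle list at 8-12 h (0.0662) and 16-20 h (0.0307). It also turned tgo at 8-12 h (-0.025) and 12-16 h (-0.25) and Vhl at 12-16 h (0.023).

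Across fits that each left out one replicate, the genes called ran from 119 to 751 at 8-12 h, 1318 to 2129 at 12-16 h, 572 to 1028 at 16-20 h and 217 to 820 in larvae. They ran from 518 to 1222 for effects that differed between stages and from 39 to 106 for genes changed the same way in 16-20 h embryos and larvae. sima ran from -0.29 to -0.16 at 8-12 h, -0.24 to -0.22 at 12-16 h and -0.28 to -0.23 at 16-20 h. The pentose phosphate list ran from -0.38 to -0.059 at 12-16 h and -0.86 to -0.61 in larvae. Its limma fry p ran from 0.00312 to 0.743 at 12-16 h and from 0.0118 to 0.0650 in larvae. Whether it passed thus depended on the replicate left out at both stages. The TCA cycle list ran from -0.030 to 0.0337 at 8-12 h, 0.10 to 0.30 at 12-16 h, -0.13 to 0.00070 at 16-20 h and -0.26 to -0.14 in larvae. The glycolytic list passed the threshold in each of these fits. In larvae tgo and ERR each turned in 1 such fit, tgo running from -0.036 to 0.068 and ERR from -0.093 to 0.16. Among named genes, other alternatives made 42 values weaker and 10 stronger, and leaving out a replicate made 39 weaker and 1 stronger. The minimum FPKM of 5 removed sima, so it has no value under that filter. The lower depth at 16-20 h (6.60 to 9.57 M fragments) limits the precision of low genes there.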

Other observations

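The tests of maternally supplied genes, of the age of the collections by that list, of the list covariate and of the restricted larval list were chosen only after the results were seen; the others were chosen before.

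Other splits of the 6 samples of a stage were fitted. Among the 4 splits that part the same-numbered pairs, 1 (the real one) gave as many genes at 8-12 h, and likewise 1 of 4 at 12-16 h, 1 of 4 at 16-20 h and 1 of 4 in larvae. The other splits, including those that part fewer pairs, gave at most 44 genes at 12-16 h and at most 1 gene at the other stages. For genes changed the same way in 16-20 h embryos and larvae, 1 of 16 combinations, the real one, gave as many. A design of this size cannot bring these shares under 0.05.

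Transcripts that are supplied by the mother and normally decline, such as bcd, CycB and CycB3, were high in mutant 12-16 h embryos. A list of 12 other maternally supplied genes was therefore written without looking at its members' values, and 10 could be tested. Its mean log2 fold change was 0.44 at 8-12 h (limma fry p 0.0811), 1.31 at 12-16 h (limma fry p 0.000132) and 0.64 at 16-20 h (limma fry p 0.0157). It was higher in 3 of 3 mutants than in each control at 12-16 h and 16-20 h. At 8-12 h the mutants ranged from 2.71 to 3.71 on the log2 scale, so the list was not shown to be higher there. A younger mean age of the mutant collections was tested by setting mutants against controls 1 stage younger. The mutant mean was higher by 0.33 at 12-16 h and by 0.69 at 16-20 h, with each mutant above each control of both stages. At 12-16 h this goes against a delay of up to 1 stage. At 16-20 h the younger controls were no higher than those of the same stage (1.74 and 1.79 on the log2 scale), so the comparison could not have favoured a younger age. The mutants there (2.26 to 2.66) lay below the 8-12 h controls (2.72 on average), so this list alone does not exclude a longer delay. The TCA cycle list in 16-20 h mutants stood at 6.34 ± 0.131 on the log2 scale (SD, n = 3). Controls stood at 6.41 ± 0.0631 at that stage, 5.28 ± 0.198 at 12-16 h and 4.57 ± 0.0558 at 8-12 h. These levels argue against a delay of the whole 16-20 h collection by 1 stage or more. They do not exclude a delay of some of its embryos, from which the 16-20 h rise cannot be told apart. A candidate explanation is RNA from unfertilized eggs or arrested early embryos in the mutant collections. The labels do not state how mutants were selected. Slower clearance of maternal RNA in mutants would give the same list result and was not separated from this.

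The fall of the glycolytic list in embryos was not fully removed by adjusting for that level. With the maternal list as a covariate it was -0.82 at 8-12 h, -0.87 at 12-16 h and -1.43 at 16-20 h (limma fry p 0.000129, 0.00388 and 1.10e-06), which is 82.6%, 63.2% and 85.2% of its size. In larvae, limited to the 9 members of the embryo table, it was -1.86. The direction therefore does not rest on the larger larval list, and in embryos it stayed under this linear adjustment. At 12-16 h and 16-20 h the maternal levels of mutants and controls did not overlap (1.57 to 1.89 in controls and 2.81 to 3.40 in mutants at 12-16 h). The slope of the covariate comes from the spread within groups, so the fit extrapolates there. It cannot exclude that RNA from eggs lowered the list at those stages. Dependence on sima remains as a hypothesis. A younger age of the mutants was not tested for this list. Its 16-20 h mutants (4.30 to 4.79 on the log2 scale) overlapped the 12-16 h controls (4.01 to 4.56), so a delay would also lower it there. The TCA cycle levels given above argue against such a delay of the whole collection. The glycolytic list was written before the data were examined. Over the 3 embryo stages together its exact permutation p was 0.00025, or 0.00391 with labels swapped only within same-numbered pairs. Within a single stage the exact test cannot go under 0.1.

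A shift in developmental timing was tested by correlating, across genes, the genotype effect at a stage with the difference between the 2 other embryo stages. Spearman's rho was -0.091 at 8-12 h, 0.30 at 12-16 h and -0.20 at 16-20 h; genes are not independent replicates. The 12-16 h value only just reached the limit of 0.3 set beforehand and has the sign of a more advanced mutant collection, while the maternal list points the other way. At 12-16 h a timing difference may contribute to the 2148 calls. Only there do the 2 other stages lie on either side of the stage tested. At 8-12 h and 16-20 h the values say little about a shift at that age, so this test cannot tell the calls there apart from a timing difference. Larvae were collected at 60 h only, so a timing difference was not tested for the 810 larval calls and remains open.

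Genes within 2 Mb of sima showed no significant excess of calls over other genes, with odds ratios of 1.12, 1.06, 1.04 and 1.27 at the 4 stages (Fisher's exact p 0.628, 0.632, 0.818 and 0.242). Mutants carried allele 20 where controls carried a wild-type chromosome. A window around sima cannot detect differences elsewhere on that chromosome or in strain background, which were not tested. In larvae the male-specific roX RNAs gave no sign of a different sex ratio, the larger log2 fold change being 0.020; in embryos they were not analysed here. The share of calls higher in mutants differed between genes of low and high expression by 8.72 percentage points at 8-12 h, 0.97 at 12-16 h, -5.62 at 16-20 h and 11.3 in larvae. The larval value passed the limit of 10 set beforehand, so an effect of depth on the direction of weak larval calls may be present.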
